# Maternal Nutrition Induces Pervasive Gene Expression Changes but No Detectable DNA Methylation Differences in the Liver of Adult Offspring

**DOI:** 10.1371/journal.pone.0090335

**Published:** 2014-03-03

**Authors:** Matthew V. Cannon, David A. Buchner, James Hester, Hadley Miller, Ephraim Sehayek, Joseph H. Nadeau, David Serre

## Abstract

**Aims:**

Epidemiological and animal studies have shown that maternal diet can influence metabolism in adult offspring. However, the molecular mechanisms underlying these changes remain poorly understood. Here, we characterize the phenotypes induced by maternal obesity in a mouse model and examine gene expression and epigenetic changes induced by maternal diet in adult offspring.

**Methods:**

We analyzed genetically identical male mice born from dams fed a high- or low-fat diet throughout pregnancy and until day 21 postpartum. After weaning, half of the males of each group were fed a high-fat diet, the other half a low-fat diet. We first characterized the genome-wide gene expression patterns of six tissues of adult offspring - liver, pancreas, white adipose, brain, muscle and heart. We then measured DNA methylation patterns in liver at selected loci and throughout the genome.

**Results:**

Maternal diet had a significant effect on the body weight of the offspring when they were fed an obesogenic diet after weaning. Our analyses showed that maternal diet had a pervasive effect on gene expression, with a pronounced effect in liver where it affected many genes involved in inflammation, cholesterol synthesis and RXR activation. We did not detect any effect of the maternal diet on DNA methylation in the liver.

**Conclusions:**

Overall, our findings highlighted the persistent influence of maternal diet on adult tissue regulation and suggested that the transcriptional changes were unlikely to be caused by DNA methylation differences in adult liver.

## Introduction

Marked changes in human nutrition, behavior and lifestyle have resulted in escalating rates of obesity and type 2 diabetes mellitus [1]. While diet and lack of physical exercise constitute major risk factors for development of obesity and type 2 diabetes, intrauterine and early postnatal stresses also play an important role in the etiology of these diseases [2], [3]. In particular, maternal adiposity during pregnancy, and its associated comorbidities such as gestational diabetes, can permanently impact the health of offspring [4]. Several epidemiological studies have shown that maternal obesity is strongly associated with increased prevalence of obesity and type 2 diabetes in the progeny [5]–[10].

Several animal models have been developed to study the metabolic consequences of nutritional stress during development. For example, energy-rich diets during pregnancy in mice significantly influence body weight, hyperphagia, adiposity, insulin resistance and hypertension in offspring [11]–[13]. Rat models have also shown that intrauterine nutritional conditions can modify the response to an obesogenic environment in adulthood and increase the susceptibility to diet-induced obesity [14]–[16].

While these animal models have provided a thorough description of phenotypic and metabolic consequences of maternal nutrition in adult offspring, we still know little about the molecular mechanisms underlying these changes. Several studies have investigated molecular changes induced by maternal diets in a specific offspring adult tissue [17], [18] but no study has yet provided a global perspective on the molecular consequences of maternal nutrition on the adult offspring. In addition, while epigenetic mechanisms have been proposed to underlie developmental programming, few studies have tested this hypothesis and these were often limited by small sample sizes [19]–[26]. Here, we describe a mouse model that allows testing the molecular consequences of maternal nutrition on adult offspring and present genome-wide analyses of gene expression across tissues and detailed DNA methylation analysis in liver.

## Materials and Methods

### Animals

C57BL/6J mice were obtained from The Jackson Laboratory. Animals were housed in temperature-controlled rooms with 14–10 h light-dark cycling and *ad libidum* access to food and water. We only considered male offspring in all of the analyses described. Experimental procedures were approved by the Institutional Animal Care and Use Committees of Case Western Reserve University and the Cleveland Clinic.

### Experimental design

We assigned three-week-old virgin females to either a low-fat high-carbohydrate diet (LF, 10.5% kcal from fat) or a high-fat low-carbohydrate diet (HF, 58.0% kcal from fat). These diets (Research Diets Inc. D12328 and D12331) are nutritionally balanced, isocaloric, have identical quality and quantity of proteins (casein, 16.4% kcal) and have been previously used to study diet-induced obesity in C57BL/6J [27]–[30]. In both diets, the main source of fat is coconut oil. At eight weeks, one male was placed in one cage with two females and all animals were kept on the females' pre-mating diet. Males were removed after three days. After delivery, we equalized the number of pups per cage by randomly culling pups down to ten per cage if necessary. Animals from any litter with five or fewer pups were excluded from the study. Offspring were kept with their mother until weaning (day 21) when half of the male offspring from each cage were fed the HF diet and the other male offspring were fed the LF diet. Offspring were killed after a four-hour fast at either nine weeks of age (“Molecular Phenotyping Cohort”, n = 40) or six months of age (“Metabolic Phenotyping Cohort”, n = 47). The experimental design is summarized in **Figure 1**. For the rest of the manuscript, we refer to the maternal effect as the comparison of animals fed the same diet as adults, but whose mothers ate different diets (solid double arrows on Figure 1). The effect of the post-weaning diet refers to the comparison of animals fed different diets as adults but born from dams fed the same diet (dotted double arrow on Figure 1). Four male mice of the Metabolic Phenotyping Cohort that were hosted in a single cage, displayed enlarged hearts and abnormal blood glucose levels and were excluded from all analyses. For the Metabolic Phenotyping Cohort, we also followed seven male offspring born from LF fed dams whose diet was switched to HF upon delivery. These animals were all fed the HF diet post-weaning (**Figure S1**).

**Figure 1:**
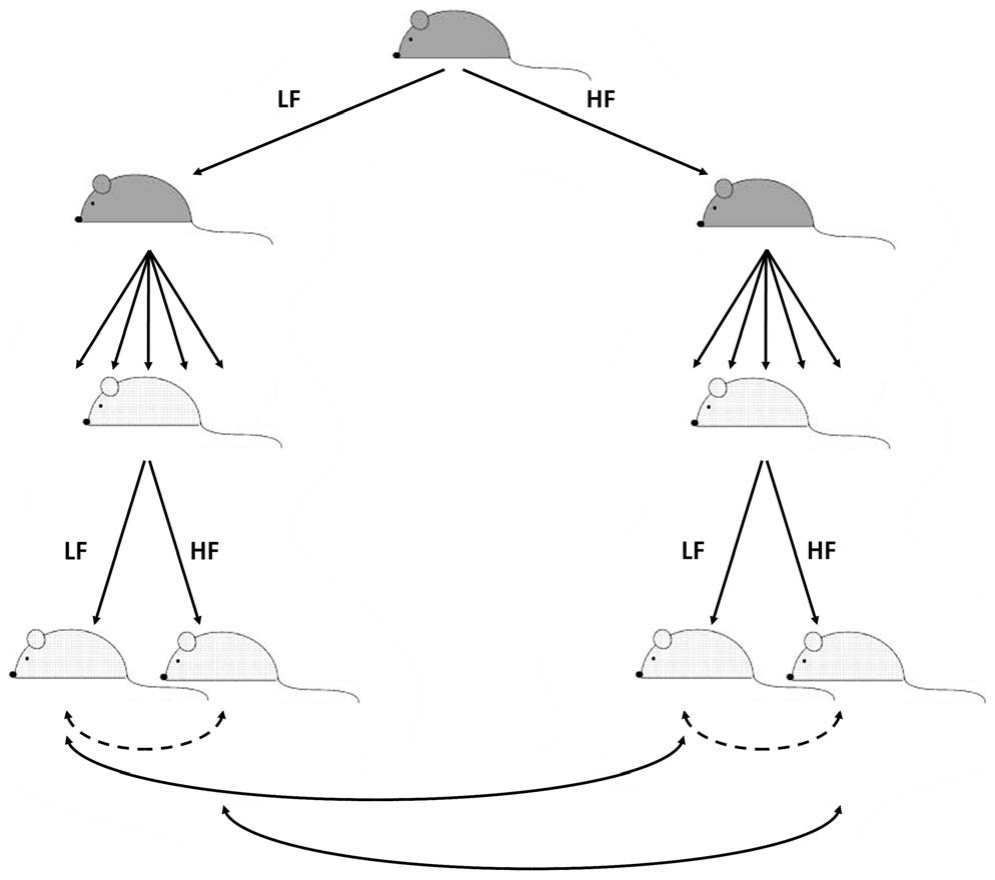
Overview of the experimental design. Dams are displayed in dark grey, offspring in light grey. LF and HF designate, respectively, low fat and high fat diet. Double-sided dashed arrows indicate pair-wise comparisons testing the effect of the diet post-weaning (on fixed maternal diet), solid arrows indicate the comparisons testing the effect of the maternal diet (on fixed post-weaning diet).

### Morphologic and metabolic phenotyping

After weaning, we killed all dams after a four-hour fast and measured fasting blood glucose and body weight.

For the Metabolic Phenotyping Cohort, we recorded the weight of each animal every week from weaning until 6 months of age. We measured blood glucose, for all animals (n = 47) after a four hour fast, at three time points (ten weeks, 21 weeks and six months of age) using a Bayer Contour glucose meter after nicking the animals' tail. For a subset of the animals (n = 5 for each of the four groups shown on **Figure 1**), we performed a Glucose Tolerance Test at 21 weeks. Fasting blood glucose was first measured at time 0. We then injected each mouse intraperitoneally with 2 mg of glucose per gram of body weight. After 30 minutes, blood glucose was re-measured and compared with glucose level at time 0. We also determined body composition and CO_2_ production using double-labeled water (n = 5 for each of the four groups) at five and a half months of age. CO_2_ production is an indirect measurement of energy expenditure and has been shown to correlate well with direct estimates. We injected each mouse with 2.25% of body weight in ml of double labeled water (3∶1 D_2_O:H_2_^18^O) and collected 25 ul of blood at 2, 26, 50, 74, 98 and 122 hours after injection. Samples were stored at -80°C until analysis. Samples were processed on a Agilent 5973N-MSD mass spectrometer equipped with an Agilent 6890 GC system and a DB-17MS capillary column (30 m×0.25 mm×0.25 um), and the data analyzed by ANOVA. At six months and after a four-hour fast, we collected blood by cardiac puncture from all animals. We then measured fasting blood glucose level and determined the concentration of fasting insulin and leptin in plasma (n = 49) with ELISA assays (Crystal Chem Inc., Downers Grove, IL, USA).

For the Molecular Phenotyping Cohort, we killed all offspring at 9 weeks of age and measured body weight, fasting blood glucose and fasting insulin and leptin in plasma as described above (**Table S1**).

### Gene expression profiling

For the Molecular Phenotyping Cohort, we collected in RNAlater (Ambion, Austin, TX, USA) samples of pancreas, skeletal muscle (thigh), white adipose tissues (gonadal pad), whole brain, liver and heart from 40 nine-week-old males (10 animals for each of the four combinations of maternal and post-weaning diet, **Figure 1**). We extracted total RNA using RNeasy purification kits (Qiagen Inc., Valencia, CA, USA) and hybridized each RNA sample to a MouseRef-8 v2.0 beadchip (Illumina Inc., San Diego, CA, USA). For each tissue, we quantile-normalized fluorescence signals from all 40 samples and only considered genes that were expressed in at least half of the samples.

We tested for differential gene expression between groups in pairs (**Figure 1**) using a Bayesian framework that models the dependence of the measurement variance on the level of gene expression [31]. We corrected statistical tests for multiple testing using false discovery rates (FDR) [32]. We performed pathway analyses with Ingenuity Pathway Analysis considering the fold-change expression of each differentially expressed gene (FDR<5%).

### DNA methylation profiling

We extracted DNA from the liver of all 9-week-old males (n = 40) using the DNeasy Blood and Tissue kit (Qiagen Inc., Valencia, CA, USA).

First, we characterized genome-wide patterns of DNA methylation in 8 liver samples by Methyl-CpG Binding Domain (MBD) protein isolation followed by genome sequencing as described previously [33]. Briefly, we sheared DNA samples to ∼200 bp and incubated them with protein G beads coated with recombinant MBD proteins. After washing, we eluted densely methylated DNA molecules to prepare Illumina sequencing libraries according to the manufacturer's instructions. We sequenced each library (n = 8) on one lane of a Genome Analyzer IIx to generate 27–35 million reads of 36 bp. We mapped all reads to the mouse reference genome sequence (mm9) using Bowtie [34]. We only considered reads mapped to a unique position in the genome and discarded putative PCR duplicates. We then determined which non-overlapping windows of the reference genome harbored significantly more reads than expected by chance (FDR<5%) using a Poisson distribution as previously described [33]. We conducted the analyses using either 100 bp and 1000 bp windows, as well as annotated CpG islands. We tested for qualitative differences in DNA methylation between pups born from HF and LF fed dams by looking for loci significantly methylated in all individuals from one group but lacking DNA methylation in all individuals from the other group. We also tested for quantitative differences between groups using the negative binomial framework implemented in EdgeR [35].

We also used 2 µg of DNA from each of the 40 liver tissues to characterize DNA methylation at individual CpGs using Reduced Representation Bisulfite Sequencing (RRBS) [36]. Briefly, we digested genomic DNA with MspI before preparing barcoded libraries according to the Illumina protocol. We then size selected DNA molecules of 150–600 bp and bisulfite converted the DNA libraries. 40 libraries (corresponding to 40 liver samples) were then sequenced on twelve lanes of a HiSeq 2000 to generate 5.8–33.9 million single-end reads of 50 bp per sample (mean = 14.3 million). We aligned all reads and determined the methylation status of each CpG for every read covering this position using Bismark [37]. We only analyzed individual CpGs that were covered by at least 10 reads in 90% of the samples and considered any CpG with less than 10 reads in any one sample as missing data. Lowering this analysis threshold would enable including more CpGs but would reduce our accuracy to determine the percent methylation and increase false positives (caused to high stochastic variations at lowly covered individual CpGs). 

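How far the number of reads limits a single value was measured at the 39918 CpGs with mean methylation from 20% to 80% and at least 10 reads in at least 36 of the 40 mice. For values resting on 10 to 14 reads (255179 values), a mouse lay 14.5 percentage points from the mean of its group of 10 (root mean square), and binomial sampling of the reads alone gives 13.2. With 20 to 29 reads the deviation was 11.2 percentage points against 9.41 from sampling, and with 50 to 99 reads it was 8.49 against 6.00. At 100 reads or more (10072 values) it was 6.47 percentage points against 2.54. For these values, which may come from few CpGs and mice, most of the remaining spread lay between the mice or their libraries. At the lowest coverage analysed, most of the variance of a single value was therefore sampling error. The sampling error treats each read as a separate molecule, as the paper describes no molecular identifiers for these libraries.

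**Figure D1:**
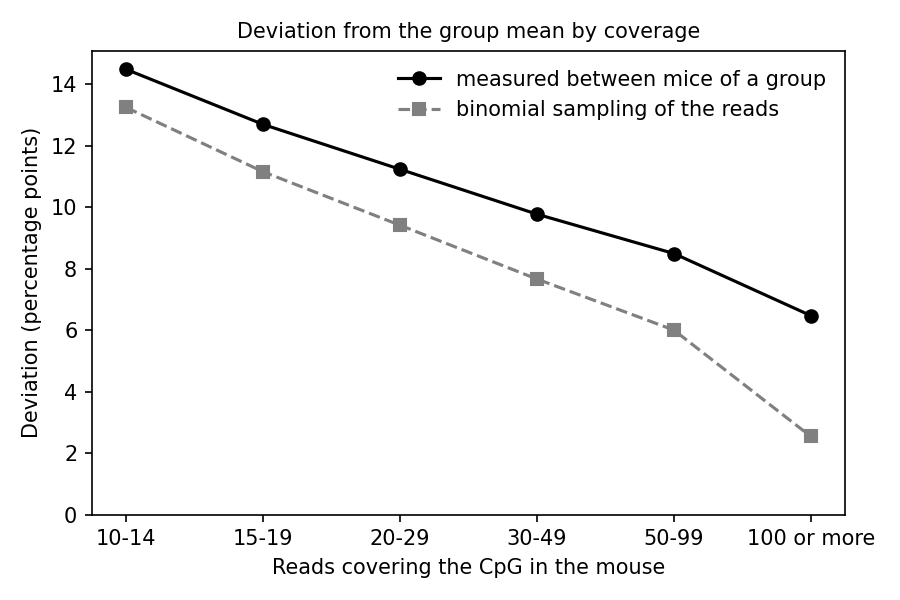
Deviation of single values from the mean of their group of 10 mice (y-axis, percentage points) by the number of reads covering the CpG in that mouse (x-axis). Circles show the measured root mean square deviation, which fell from 14.5 at 10 to 14 reads to 6.47 at 100 reads or more, and squares show the binomial sampling error of the reads, which fell from 13.2 to 2.54.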

We assessed statistical differences between groups using Student's t-test and Wilcoxon Rank test. We corrected all tests for multiple testing corrections using FDR.

Finally, we also bisulfite treated 2 µg of DNA from each of the 40 liver tissues using the MethylCode Bisulfite Conversion kit (Invitrogen, Carslbad, CA, USA) and PCR amplified 22 loci selected based on our gene expression analysis results. An overview of the experiment is presented in **Figure S2**. Briefly, we amplified each sample using 22 locus-specific primer pairs (**Table S2**) that include an identical 5′ oligonucleotide tail. After purification, we quantified the amplification products and pooled equal amount of all PCR products generated from a single sample. Each pool (corresponding to each individual sample) was then PCR amplified by a second set of primers targeting the 5′ oligonucleotide tail and containing the Illumina adapter sequence and a unique barcode sequence (**Table S2**). We then pooled all individually barcoded libraries together and sequenced the resulting library pool on one lane of Illumina HiSeq 2000. We determined, for each sample and each locus, the average proportion of cytosine methylation using Bismark and analyzed the data by the same method as described above for the RRBS data.

## Results

### Maternal diet influenced offspring growth and metabolism

To test the effect of maternal diet on growth and metabolism of the offspring, we assigned virgin C57BL/6J females to high fat (HF) or low fat (LF) diet five weeks before pregnancy and until day 21 postpartum (**Figure 1**). At mating and at postpartum day 21, dams fed the HF diet were significantly heavier than those fed the LF diet (Student's t-test, two-tailed, p = 4.8e-2 and p = 2.8e-2 respectively, **Table 1** and **Figure S3**).

**Table 1:** Influence of the maternal diet and diet after weaning on body size and metabolism regulation.

Dams				
Maternal diet	LF (±SE)	HF (±SE)	p Mat.	p Post
Body weight at mating (in g)	18.0 (±0.3)	18.9 (±0.4)	4.8e-2	
Body weight at postpartum day 21 (in g)	24.8 (±0.4)	26.5 (±0.7)	2.8e-2	
Fasting blood glucose at postpartum day 21 (in mg/dL)	190.1 (±39.0)	161.9 (±33.0)	0.14	
Litter size	7.0 (±0.5)	5.9 (±0.5)	0.15	

LF and HF stand for, respectively, low fat and high fat diet. p Mat and p Post indicate, respectively, the p-values associated with the influence of the maternal diet and diet after weaning. The influence of the maternal diet on dams' phenotypes and offspring's body weight at weaning was assessed using a Student's t-test. For all other offspring's phenotypes, the respective influence of the maternal and post-weaning diet was determined using a two-way ANOVA. After correcting for animal weight, many of the phenotypes did not reach statistical significance for the effect of post-weaning or maternal diet.

From most breeding cages, we obtained litters without significant differences between the two diet groups in litter size (Student's t-test, two-tailed, p = 0.15) or offspring sex ratio (Fisher's exact test, two-tailed, p = 1). We followed up a total of 21 male offspring from 6 HF cages and 26 male offspring from 5 LF cages. At weaning, male offspring from HF fed dams were significantly heavier than those born from LF fed dams (Student's t-test, two-tailed, p = 3.2e-4, **Table 1**). At this time, we separated the offspring and randomly assigned half of the males from each cage to either the HF or LF diet and maintained them on this diet until six months of age (**Figure 1**).

In six-month-old animals, we observed a significant effect of the post-weaning diet (i.e., comparing animals born from similarly fed dams, dotted arrows on **Figure 1**) on body weight and length (**Table 1** and **Figure 2**). While we did not detect any significant difference between animals fed the LF diet after weaning but born from mothers fed different diets, maternal diet significantly influenced weight gained by HF-fed offspring throughout their lives leading to a 17% body weight difference at six months (p = 7.3e-3, **Figure 2** and **Table 1**). Animals born from mothers fed a low fat diet but switched to a HF diet upon delivery had similar weights to animals whose mothers were fed a LF diet postnatally (**Figure S4)**. Glucose homeostasis did not seem affected by the maternal diet as illustrated by fasting blood glucose levels at ten weeks of age (n = 47, p = 0.25), 21 weeks (n = 47, p = 0.53) and six months (n = 47, p = 0.15) and results of glucose tolerance tests performed at 21 weeks of age (n = 18, p = 0.35) (**Table 1**). Plasma leptin and insulin were highly associated with body weight (n = 39, p = 9.46e-12 and <2e-16 respectively), but we did not detect any additional effect of the maternal diet (n = 39, p = 0.50 and 0.27, respectively) (**Table 1**). Double labeled water experiments showed that fat mass and fat-free dry mass were associated with body weight (n = 18, p = 4.3e-8 and 3.0e-4, respectively) (**Table 1**). Only daily energy expenditure (mol CO_2_/kg/day) was directly affected by the maternal diet (n = 17, p = 9.8e-3, **Table 1** and **Figure S5**): fat mass (n = 18, p = 0.74) or fat-free dry mass (n = 18, p = 0.74) were not significantly associated with maternal diet once adjusted for body weight differences (**Table 1**).

**Figure 2:**
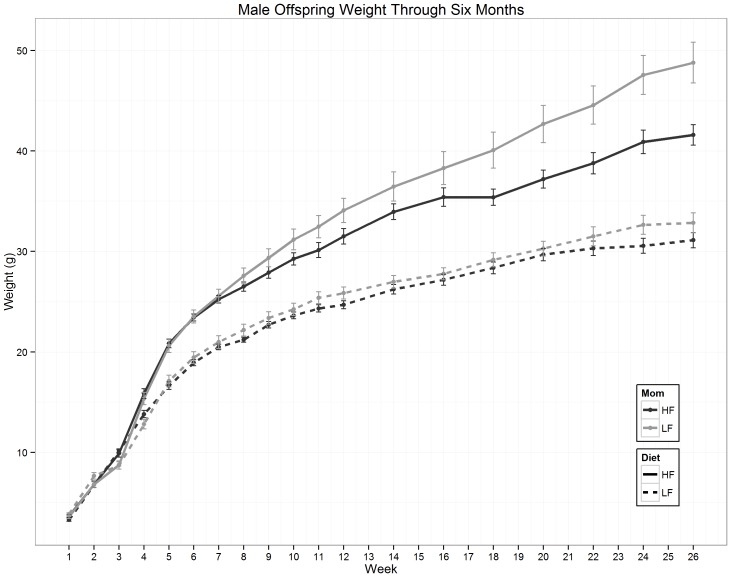
Body weight of male offspring. Average offspring weight (in g, ±SE) is presented from one week through six months of age. Maternal diet is denoted by line color (light gray: LF, black: HF) and adult diet is shown by line style (dashed: LF, solid: HF).

These results suggest that, in our mouse model, maternal diet predisposed the response to an obesogenic diet in male offspring and significantly influenced body weight and energy expenditure in adulthood, but had little effect on glucose homeostasis.

### Maternal diet had long-term influences on gene expression patterns of multiple offspring tissues

To identify molecular changes induced by the maternal diet in adult tissues and differentiate them from changes caused by the resulting body weight differences, we investigated tissues of 9-week-old mice that had similar weights irrespective of their dam's diet. Note that the phenotypes of the mice of this “Molecular Phenotyping Cohort” are very similar to those of the previously described “Metabolic Phenotyping Cohort” at the same age (**Table S1**).

We randomly selected ten nine-week-old males for each of the combinations of maternal and post-weaning diet (n = 40 total) and isolated RNA from each animal from pancreas, skeletal muscle, white adipose tissue, whole brain, liver and heart. We characterized the gene expression profile of each RNA sample by microarrays and used principal component analysis to identify possible outliers (**Figure S6**).

We determined which genes were significantly affected by the maternal or postnatal diet in a given tissue using pair-wise comparisons (**Figure 1**) and corrected for multiple testing by FDR. The results illustrate the complexity of interactions between the maternal and postnatal diets (**Table 2**). For example, when comparing animals fed different diets as adults, we noted that the diet after weaning significantly affected expression of ∼1,200 genes in liver regardless of the maternal diet. By contrast, maternal diet (comparing animals fed the same adult diet but born from mothers fed different diets) altered the expression of 158 liver genes when mice were fed LF after weaning and 634 genes when they were fed the HF diet (note that all comparisons have identical sample sizes). For most genes, the changes in expression level were modest – 1.2 to 1.6 fold – but highly significant due to the large number of biological replicates. The complete list of differentially expressed genes in all tissues is provided in **Table S3**.

**Table 2:** Results of the gene expression analysis.

Effect of the	Maternal diet		Post-weaning diet	
	when fed LF post-weaning	when fed HF post-weaning	when born from LF fed dams	when born from HF fed dams
Liver	158	634	1174	1251
WAT	393	323	1535	713
Muscle	537	85	653	289
Pancreas	422	306	742	374
Heart	198	352	341	336
Brain	0	129	7	271

The table shows the number of differentially expressed genes (FDR<5%) for each pairwise comparison and each tissue. The effect of the maternal diet is defined as the comparison of animals fed the same post-weaning diet, but derived from mothers fed different diets. The effect of the post-weaning diet is the comparison of animals fed different diets as adults and derived from mothers fed the same diet.

Next, we investigated which molecular pathways were most influenced in adulthood by maternal diet. In liver, three canonical pathways were over-represented among genes whose expression levels were altered by maternal diet when offspring were fed HF after weaning: acute phase response signaling, biosynthesis of steroids and retinoid X receptor (RXR) activation (**Table S4**). Acute phase response signaling and RXR activation were also among the five pathways most affected by maternal diet in adipose tissue, pancreas and heart (but note that most genes differentially expressed according to the maternal diet are tissue-specific, **Figure S7.**). To understand how maternal diet affected these molecular pathways, we investigated in more detail the expression patterns of genes involved in cholesterol synthesis in liver. Fourteen genes involved in the synthesis of cholesterol from acetyl-CoA were significantly affected (FDR<5%) by maternal diet and thirteen showed a similar pattern: feeding the animals HF versus LF diet after weaning led to over-expression of these genes but the magnitude of this over-expression was greater when mice were born from LF fed dams (**Figure 3** and **Figure S8**). These patterns of expression changes suggested that maternal diet affected regulation of a key transcriptional regulator. Sterol regulatory element-binding proteins (Srebp) constituted obvious candidates since changes in regulation of these proteins lead to expression differences affecting similar genes as we observed [38]. *Srebf2* (the gene encoding for Srebp2) was not detected in our assay and diet did not significantly affect expression of *Srebf1* (encoding Srebp1). However, several genes known to interact with Srebp1 or Srebp2 [39], [40] had their expression modified by maternal diet. These included nuclear receptor genes, such as *Pparg*, CAR (*Nr1i3*), PAR (*Nr1i2*) or REV-ERBα (*Nr1d1*), acting with RXR and involved in homeostasis and metabolic regulation (**Figure 4**). Together with changes in *Cebpb* expression, changes in these nuclear receptors could explain most of the molecular pathways affected by maternal diet.

**Figure 3:**
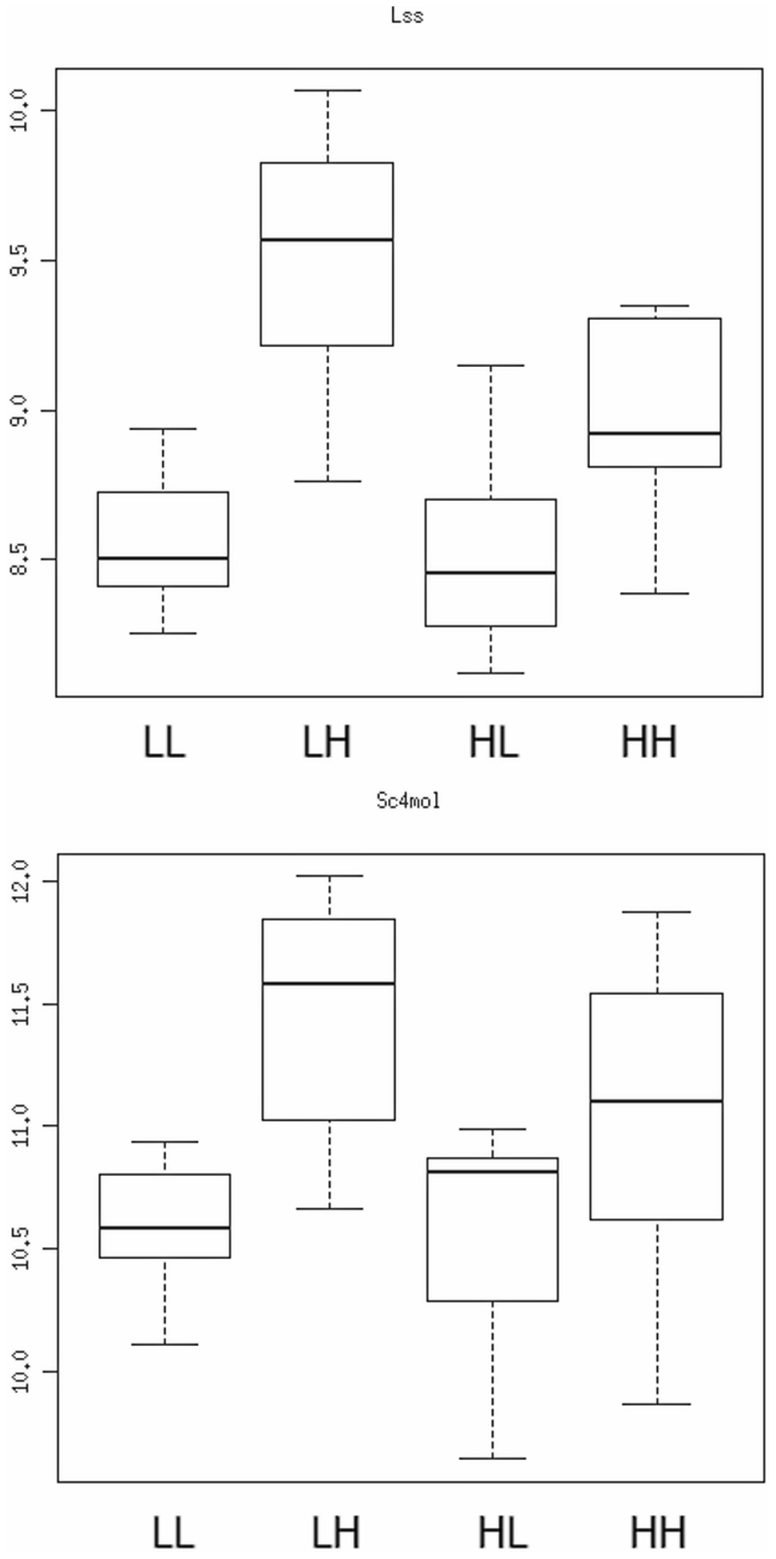
Expression level of two cholesterol synthesis genes in the liver of 9-week-old male offspring according to their maternal and post-weaning diets. The graph shows the normalized probe intensity measured for Lanosterol synthase (*Lss*, top panel) and Sterol-C4-methyl oxidase–like (*Sc4mol*, bottom panel) for all 40 samples. The dams' diet is indicated before the underscore, the post-weaning diet after it (the group order is identical to that of Figure 1). LF stands for low fat diet, HF for high fat diet. The thick line represents the median value of each group, the box delineates the 75^th^ percentiles, and the whiskers the 95^th^ percentiles.

**Figure 4:**
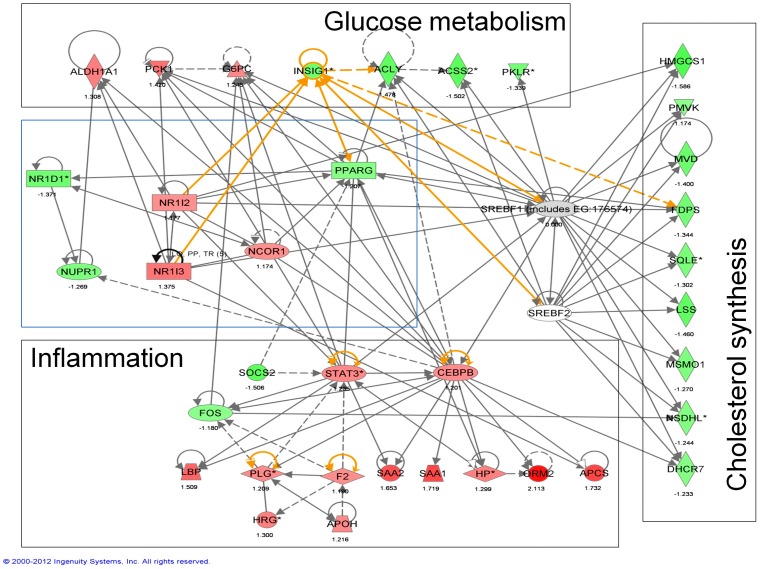
Summary of the gene expression patterns in liver. The figure displays some of the key molecular pathways affected by maternal diet (black boxes) with some representative genes. The blue box highlights some of the nuclear receptors that are differentially expressed according to the maternal diet and link Srebps and the most affected canonical pathways. Genes colored in green are over-expressed when the animals are born from LF fed dams (compared to animals born from HF fed dams), red genes that are under-expressed (with all animals being fed HF post-weaning).

### No evidence of significant DNA methylation differences in adult liver samples

We tested whether the transcriptional changes in liver induced by maternal diet were associated with alterations of DNA methylation. First, we used high-throughput sequencing of DNA isolated after binding to MBD proteins to obtain a thorough characterization of the genome-wide patterns of DNA methylation in eight liver samples from 9-week-old animals, all fed the HF diet after weaning, and born from either LF fed dams (n = 4) or HF fed dams (n = 4). Our analyses identified 1–2% of the assembled mouse reference genome as densely methylated (FDR<5%), and these regions were similar across samples (**Figure S9–S10**). Indeed, of 662,451 100bp windows that were significantly methylated in at least one sample, none were consistently methylated in all samples from one group and lacked methylation in all samples from the other group. We also tested for quantitative differences in methylation between the two groups using all windows throughout the genome (i.e., not only those deemed to be significantly methylated) but did not identify any significant differences after correction for multiple testing. Analyses of different window-size (100 bp, 1000 bp or CpG island-based windows) yielded similar results (**Figure S11**). Note that while providing a true genome-wide perspective on DNA methylation, MBD-genome sequencing is probably semi-quantitative and may not be able to detect subtle difference in DNA methylation (see Discussion).

We then used reduced representation bisulfite sequencing (RRBS) to obtain a quantitative characterization of the DNA methylation across a large fraction of the genome. 

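RRBS measures DNA methylation at single CpGs. Genomic DNA was cut with MspI, which cuts at CCGG, so that the fragments selected by size came largely from CpG-rich sequence. Bisulfite then converted unmethylated cytosines and left methylated ones, and the share of reads that still show a cytosine is the percent methylation of the CpG. Libraries came from the livers of 40 male C57BL/6J mice of 9 weeks, 10 in each of 4 groups. The mice were born from dams fed LF (10.5% of calories from fat) or HF (58.0%), and were fed LF or HF after weaning. The authors aligned the reads with Bismark and deposited the methylated read count, the total read count and the fraction methylated for each CpG cytosine in each mouse. The total was given only where it was 10 or more, so values on fewer reads were already missing, and each listed CpG had a total in 33 mice or more. Every fraction equalled the ratio of its counts to within 1e-06. On mouse build mm9 (NCBI37), each of the 399856 cytosines listed on a chromosome lay at a CpG of the reference, and the 442 listed on unplaced contigs were not compared. The paper gives 5800000 to 33900000 sequenced reads per mouse (mean 14300000). The values used here rest on the reads counted at the listed CpGs, where a read is counted at each CpG it covers. In animals born from LF fed dams, these summed to 4272932 to 17717689 per mouse (median 7682335) when fed LF after weaning and 3488092 to 13768497 (median 8754226.5) when fed HF. In animals born from HF fed dams they summed to 6717178 to 15680735 (median 9922782.5) when fed LF and 2969907 to 23345592 (median 9869666.5) when fed HF. The median coverage of a CpG was 12 to 50 reads in a mouse. Over all mice 8.67% of the values were missing, with up to 52.1% missing in the mouse with the fewest reads. Mice of the same group were compared in pairs, dividing each squared difference by its sampling variance. The mean of this ratio, which is 1 for sampling of the reads alone, was 1.25 to 2.36 over the 180 pairs. No library thus appeared to hold the same values as another of its group. Because only sampling of the reads is counted, the ratio does not exclude libraries made separately from the same DNA. Differences between groups were tested CpG by CpG on percent methylation with a two-sided Student's t-test, and p-values were adjusted by the Benjamini-Hochberg method. The paper's text does not name the sequencing lane of each library, so lanes were not compared.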

After stringent quality controls, we were able to obtain robust assessment of DNA methylation at 400,298 CpGs for each of the 40 animals analyzed in the gene expression study. 

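Of the 400298 listed CpG cytosines, 34368 had at least 10 reads in all 40 mice and 262317 in at least 90% of them. The latter were the CpGs tested here. The number covered in a mouse ranged from 191653 to 400279 (median 390037.5). The listed cytosines made up 0.921% of the 43445914 CpG cytosines of the reference, counting each strand, and 22870 CpGs were listed on both strands. Most tested CpGs were unmethylated, as 141306 (53.9%) had mean methylation below 10%, 74137 (28.3%) from 10% to 90% and 46874 (17.9%) of 90% or more. Promoters, taken as 1000 bp upstream to 500 bp downstream of a transcription start in the GENCODE annotation of that build, held 89394 of them (34.1%) with a mean methylation of 4.00%. Other exonic CpGs numbered 48415 (mean 43.9%), intronic CpGs 67238 (mean 50.1%) and intergenic CpGs 56973 (mean 60.8%). Chromosome X contributed 223 CpGs, chromosome Y 0 and the mitochondrial genome 13. The median SD between mice of the same group was 4.90 percentage points over all tested CpGs and 8.18 over those with mean methylation from 5% to 95%.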

We did not detect any significant differences between animals born from mothers on different diets and maintained on the same adult diet (FDR <5%, **Figure 5**). 

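In animals fed HF after weaning, 239809 CpGs varied between mice and were tested between animals born from HF fed dams and animals born from LF fed dams (10 mice each). At an FDR of 5%, 0 CpGs differed. At unadjusted p below 0.05 there were 8909 (3.72%), of which 3647 were more and 5262 less methylated in animals born from HF fed dams. The smallest FDR was 0.472. In animals fed LF after weaning, 0 of 240742 CpGs differed at an FDR of 5%, and 9611 (3.99%) had unadjusted p below 0.05, with 5759 more and 3852 less methylated. The smallest FDR was 0.0902. With limma on log2 ratios of reads, 0 CpGs passed in animals fed LF, and 16094 had unadjusted p below 0.05. The ratio was higher at 6625 of them and lower at 9469. Where a CpG has no methylated read this ratio depends on the number of reads, so its direction need not be one of methylation. Of the alternatives run, only testing CpGs covered in all 40 mice or CpGs with mean methylation from 5% to 95% changed a number at an FDR of 5%. Each gave the same 1 CpG in animals fed LF after weaning and 0 in animals fed HF. This CpG lies in an intron of Pik3r1 (chromosome 13, gene from 102450716 to 102538172 on the minus strand), at position 102537758, 414 bp from the transcription start, in the sequence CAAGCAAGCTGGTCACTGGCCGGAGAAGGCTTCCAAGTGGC from 102537738 to 102537778. It was 1.53% ± 1.79 methylated (SD, n = 10) in animals born from HF fed dams and 8.37% ± 2.14 (SD, n = 10) in animals born from LF fed dams, on 13 to 53 reads per mouse. All 10 of the former lay below all of the latter (Student's t-test p = 3.75e-07, permutation p = 2e-05), and its FDR ranged from 0.0122 to 1 over the alternatives tried. Only 1 of the 8 other CpGs within 100 bp differed in the same direction. In animals fed HF after weaning the smallest p-value (1.97e-06, permutation p = 6e-05) was at chromosome 1, 39251113, in an untranslated region of Npas2 (39250576 to 39420079). This CpG, in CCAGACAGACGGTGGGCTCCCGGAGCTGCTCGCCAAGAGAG from 39251093 to 39251133, was 1.48% ± 1.69 methylated (SD, n = 10) against 7.60% ± 2.24 (SD, n = 10), on 16 to 79 reads. Next were CpGs in an untranslated region of Ccng2 (chromosome 5, 93696781), which was 6.44 percentage points more methylated with values from 8 and 9 of the 10 mice, and in an intron of Gm20388 (chromosome 8, 124205485), which was 15.5 percentage points more methylated. Both had an FDR of 0.587. At the Ccng2 CpG all animals born from LF fed dams were at 0% except 1 at 5.56%. In animals fed LF after weaning the next were on chromosome 11 at 7166412, 3942 bp from Gm11986, where methylation decreased by 19.6 percentage points, and on chromosome 7 at 135649549, 17548 bp from Bag3, where it was 7.39 percentage points higher. Both had an FDR of 0.819, and at the latter 1 mouse of each group lay far below the others. Averaged over the 34368 CpGs covered in every mouse, methylation was 39.3% ± 0.363 (SD, n = 10) in animals born from HF fed dams and 39.6% ± 0.260 (SD, n = 10) in animals born from LF fed dams when both were fed HF after weaning (permutation p = 0.126). When fed LF after weaning it was 39.7% ± 0.164 (SD, n = 10) and 39.5% ± 0.133 (SD, n = 10), a difference of 0.204 percentage points (permutation p = 0.00744, 0.0149 after adjustment over the 4 comparisons of diet groups). That difference was 1.61 percentage points when only the 853 CpGs with at least 20 reads in every mouse were averaged, not past p below 0.05, and became -0.272 when each mouse was averaged over all its own CpGs (p = 0.428). Maternal diet was given to dams, while these tests treat each mouse as independent. Litters are not in the sample labels, so p-values for maternal diet may be too small. From the absence of CpGs with FDR <5% with either adult diet, the paper states that no significant difference was detected, and it then turns to simulations to ask how large a difference this design could have detected.

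**Figure D2:**
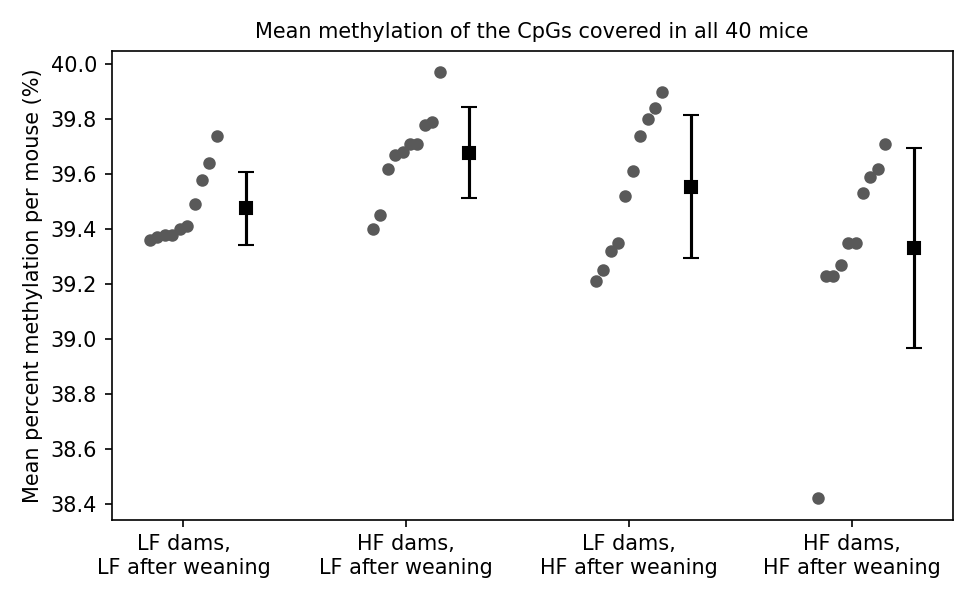
Mean percent methylation of each mouse (y-axis) over the 34368 CpGs covered in all 40 mice, for the 4 combinations of maternal and post-weaning diet (x-axis, 10 mice each). Circles are mice, and squares with bars are the group mean and SD. The lowest mouse, at 38.4%, belongs to the animals born from HF fed dams and fed HF after weaning.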

Further simulations indicated that for CpGs with low intra-sample variability, we had more than 80% power to detect an 11% difference in methylation between groups (**Figure S12**). 

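The simulation was repeated as the legend of Figure S12 describes it. Means and SDs of single CpGs were drawn from animals born from HF fed dams and fed HF after weaning, and normal values for a pair of groups of 10 were simulated 10000 times per difference, in steps of 0.5 percentage points. In that group, 41147 CpGs (15.7%) had the same value in every mouse, so the CpGs in the lowest 10% of SD all had an SD of 0. With an SD of 0 the t-test gives no p-value, and any difference was counted as detected by rule. The smallest difference simulated, 0.5 percentage points, was therefore counted as detected in 100% of simulations, which is no measure of power. Without the CpGs with an SD of 0, the lowest 10% were 22121 CpGs with a median SD of 1.07 percentage points, and 80% power was reached at 1.5. Among CpGs with mean methylation from 5% to 95%, the lowest 10% were 12319 CpGs with a median SD of 4.20 percentage points, and 80% power was reached at 5.5.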

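The set of CpGs was also varied around the 90% of mice. All CpGs as deposited, a set chosen after seeing the data, include those with 10 reads in as few as 33 mice. In animals fed HF after weaning, 358982 of them varied and were tested between animals born from HF and LF fed dams, and 0 had an FDR <5%. At unadjusted p below 0.05 there were 13042 (3.63%), and the smallest FDR was 0.271. In animals fed LF after weaning, 360255 were tested and 0 passed, with 13754 (3.82%) at unadjusted p below 0.05 and a smallest FDR of 0.135. Raising the minimum to 20 reads left 2438 CpGs, of which 0 passed in both comparisons, with 89 and 293 at unadjusted p below 0.05 in animals fed HF and LF. At 30 reads 896 CpGs were left, and 0 passed in both, with 15 and 229 at unadjusted p below 0.05. Of the 293 and 229 in animals fed LF, 162 in each case lay in a single segment of chromosome 17 with high coverage. A minimum below 10 reads was not used here.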

Relaxing our coverage threshold to include more CpGs yielded similar results.

**Figure 5:**
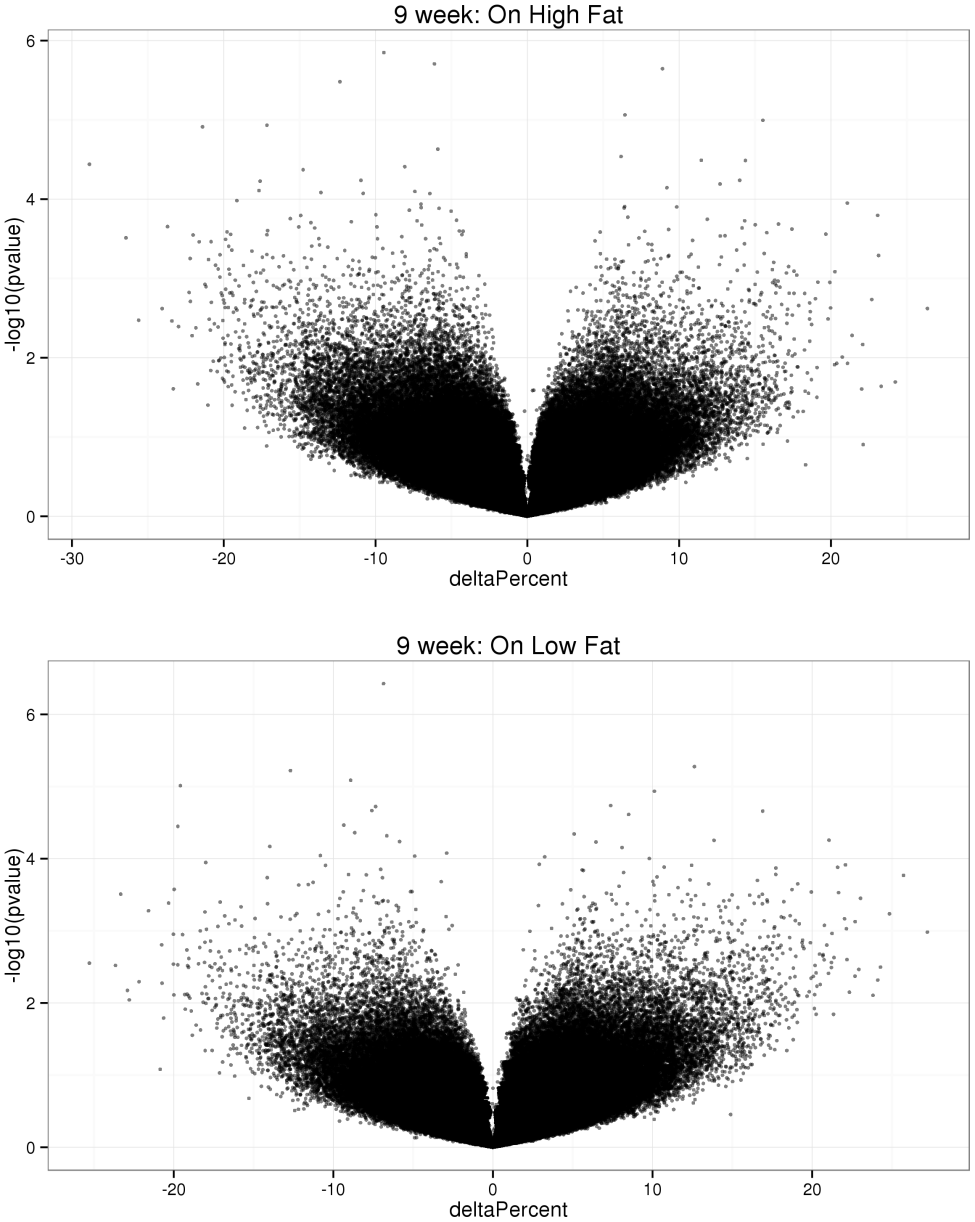
DNA methylation differences between 40 liver samples of 9-week-old male born from mothers on HF or LF diets. The figure shows DNA methylation differences at 400,298 CpGs between animals born from dams fed HF or LF diets (n = 10 per group). The x-axis shows the difference in average percent methylation between groups. The y-axis shows the –log10 of the p-value (uncorrected) associated with difference between groups. The top graph shows the results for animals fed HF diet after weaning, the bottom plot for animals fed LF diet after weaning adults. No difference is significant at a FDR of 5%.

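Between animals born from HF and LF fed dams that were fed HF after weaning, differences of the CpGs with at least 10 reads in 90% of the mice ran from -23.7 to 23.2 percentage points. Over all CpGs as deposited, chosen after seeing the data, they ran from -28.8 to 26.4. The largest fall of the former set was in an intron of 6330406I15Rik (chromosome 5, 150172605), with 57% ± 10.8 (SD, 8 of 10 mice with a value) against 80.7% ± 10.3 (SD, n = 10). Its exact permutation p was 0.000549. The largest rise was on chromosome 7 at 152012829, 11159 bp from Fgf3, with 86.3% ± 5.89 (SD, 9 of 10 mice) against 63.1% ± 14.5 (SD, 8 of 10 mice). Its exact permutation p was 8.23e-05, and 1 mouse of the former group, at 100%, lay apart from the others. In animals fed LF after weaning, differences ran from -20.7 to 24.3 percentage points, and from -25.3 to 27.2 over all CpGs as deposited. Without the CpGs added in the latter, the largest fall was on chromosome 13 at 30346535, 7949 bp from Mboat1, with 52.7% ± 11.1 (SD, n = 10) against 73.4% ± 13.0 (SD, 9 of 10 mice). Its exact permutation p was 0.00130, and 1 mouse of the former group, at 25.0%, lay apart from the others. The largest rise was in a coding exon of Rbfox1 (chromosome 16, 7353097), with 69.3% ± 15.5 (SD, n = 10) against 45.0% ± 13.9 (SD, 8 of 10 mice). Its exact permutation p was 0.00453. The FDR was 0.822 for both CpGs in animals fed HF and 0.819 for both in animals fed LF. Each rested on a median of 14 to 21 reads per mouse, where the SD between mice was of the order of the sampling error.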

Finally, to overcome the loss of power inherent to multiple testing correction in genomic studies, we analyzed DNA methylation at 22 loci selected based on our gene expression findings. We amplified bisulfite-converted DNA for each locus and each of the 40 male liver samples analyzed for gene expression and sequenced all PCR products simultaneously. Again, none of the loci investigated showed significant differences in DNA methylation at any individual CpG between groups after correction for multiple testing (**Figure S13**).

## Discussion

We described here a mouse model that enables studying the consequences of maternal nutrition. We showed that in our model, male mice born from LF fed dams gained significantly more weight than mice born from HF fed dams, but that this effect was only detectable if the animals were fed a HF diet after weaning. In addition, we showed that male mice born from LF fed dams had significantly lower energy expenditure than mice born from HF fed dams and fed a similar diet after weaning.

To begin understanding the molecular mechanisms underlying these phenotypic differences, we studied younger mice under the same experimental conditions. We hypothesized that by studying molecular changes at an earlier age, and particularly before the weight differences between groups become significant, we would enrich for pathways directly dysregulated by maternal diet rather than those affected by the resulting phenotypic differences. Our analyses revealed pervasive changes in gene expression associated with maternal diet across most tissues. The effect of the maternal diet on gene expression was typically modest (∼1.2 fold in expression level), but statistically significant due to the large number of biological replicates and consistency (in direction and intensity) across genes within a molecular pathway (**Figure S8**).

The effect of the maternal diet on gene expression was most pronounced in liver, where more than 5% of the genes were affected. The gene expression changes induced by maternal nutrition depended heavily on the offspring's diet after weaning, mirroring the phenotypic patterns observed in 6-month-old animals. The number of genes affected by maternal diet was four-fold greater when the animals were fed HF diet after weaning compared to animals fed LF diet. In addition, many genes influenced by the maternal diet were also affected by the post-weaning diet. For example, cholesterol synthesis genes displayed higher expression in animals fed HF than LF diet, and the magnitude of this difference depended on the diet of their dams: animals exposed to high fat during development presented a lesser response to HF diet after weaning (**Figure 3**). These observations suggest that, in our model, HF diet during pregnancy “protects” male offspring from diet-induced obesity. This effect contrasts with other studies of maternal obesity that often show the opposite effect [11]–[13]. One major difference between such studies and ours is the source of fat (lard vs. coconut oil) resulting in dramatic nutrient differences. For example, coconut oil contains 86.5% saturated fatty acids (primarily 12 carbon lauric acid) while lard contains only 39.2% (and primarily 16 carbon palmitic acid) (****, data from http://ndb.nal.usda.gov/). Coconut oil also contains less than 6% (wt/wt) monounsaturated and 1.8% polyunsaturated fatty acids, compared to 45.1% and 11.2% for lard. In addition, lard contains 95 mg of cholesterol which is absent in coconut oil. Composition in choline and various vitamins also differs between coconut oil and lard. It is possible that mice respond differently to intrauterine exposure to different fatty acids or other nutrients present in the two diets but further research will be required to better understand the specific role of these nutrients.

In our setting, many of the gene expression changes induced by maternal diet in liver could result from a primary/upstream change in Srebp regulation [38]. We did not observe transcriptional differences in *Srebf1* or *Srebf2*, but cannot rule out that these proteins were directly responsible for the patterns observed since they are primarily regulated post-transcriptionally [41], [42]. Interestingly, we observed significant changes in the expression level of several key metabolic transcription factors such as Pparg, CAR, PAR or REV-ERBα. Several of these nuclear receptors influence the Srebp pathway through binding of retinoic acid [40], [43], [44]. This observation is further supported by our pathway analysis which highlighted RXR-activation as one of the canonical pathways most affected by maternal diet in liver (and several other adult tissues). Based on the results of our gene expression analyses, we hypothesize that the consequences of maternal nutrition are mediated by lasting dysregulation of RXR-regulated pathways.

We attempted to identify the primary molecular changes induced by maternal diet and tested whether epigenetic mechanisms could be responsible for the pervasive changes in gene expression. We focused on DNA methylation which is established during development and tends to be responsible for long-term gene expression silencing, while histone modifications have a more dynamic role [45], [46]. Our genome-wide characterization of the DNA methylation marks in liver using MBD isolation genome sequencing did not reveal any significant epigenetic differences induced by the maternal diet. This result indicates that maternal diet does not lead to dramatic differences in DNA methylation patterns in adult liver (such complete loss or gain of methylation at a given locus). While this analysis enables a truly genomic characterization of DNA methylation, it suffers from the small number of samples and is only semi-quantitative. In addition, MBD proteins only bind to densely methylated DNA fragments and do not efficiently capture isolated methylated CpGs. This analysis would therefore miss changes in DNA methylation at isolated CpGs. We thus complemented this study with a quantitative assessment of DNA methylation at >400,000 CpGs throughout the genome using all 40 liver samples. 

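The genes that the paper discusses from its expression results were also looked up among these CpGs. Of 53 genes, including 21 of the loci of Table S2, 52 were found in the annotation, and 26 (11 from Table S2) had CpGs covered in at least 90% of the mice within 1000 bp upstream to 500 bp downstream of a transcription start. These were 215 CpGs, between 2 and 28 per gene (median 6.5). In animals fed HF after weaning, 172 of them varied and could be tested between animals born from HF and LF fed dams. Adjusted over the list alone, 0 had an FDR <5%, and 0 over all CpGs tested. At unadjusted p below 0.05 there were 2. The smallest p-value, 0.0101 (Student's t-test), was at Srebf2 (chromosome 15, 81977365), where methylation decreased by 5.74 percentage points, and its FDR over the list was 0.628. In animals fed LF after weaning, 174 CpGs were tested, again with 0 below 5%, adjusted over the list alone and over all CpGs, and 6 at unadjusted p below 0.05. The smallest p-value, 0.0129, was at Fdps (chromosome 3, 88905519), with an increase of 4.79 percentage points and an FDR over the list of 0.616. The genes were chosen from expression in the same animals, so the adjustment over the list is not independent evidence. Differences at these CpGs ran from -10.9 to 12.7 percentage points in animals fed HF and from -7.83 to 12.5 in animals fed LF. The largest rise of each was in Plagl1, whose 28 CpGs had a mean methylation of 46.1%.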

Again, we failed to detect any significant differences in DNA methylation associated with maternal diet. Finally, to overcome the multiple-correction burden inherent to genomic studies, we characterized DNA methylation for all 40 liver samples at 22 selected loci using bisulfite sequencing. This approach also failed to identify any significant differences in DNA methylation in the regions assayed by these techniques. Several reasons may explain these findings. First, it remains possible that we failed to identify localized changes in DNA methylation that occurred at isolated CpGs or in other regions of the genome that were not investigated by any of our three approaches. Second, we characterized DNA methylation patterns in liver where we observed most of the transcriptional changes induced by maternal diet (quantitatively). It is possible that maternal diet induced epigenetic changes in another organ and that the gene expression changes observed in the liver only occurred as a consequence of primary changes elsewhere. Third, it is possible that epigenetic alterations occurred during development but were erased with time while their consequences on gene expression remained through nine weeks (e.g., controlled by feedback mechanisms). Fourth, we analyzed genomic DNA extracted from whole liver and the DNA methylation patterns therefore likely represent the epigenetic marks of hepatocytes (which constitute the overwhelming majority of the liver). It is possible that DNA methylation changes occurred in another cell population (e.g. Kupffer cell) and were missed by our analyses (note however that most gene expression changes associated with maternal diet were related to metabolism and unlikely to be caused by dysregulation on these minor cell populations). Finally, it is possible that the translation of maternal nutritional stress into molecular mechanisms in our model is independent of DNA methylation.

A limitation of our study is the difficulty in separating the pre-conception, *in utero*, and early postnatal effects of the maternal diet. These are confounded in our experimental design: dams were fed the same diet for 5 weeks before mating, throughout pregnancy and until day 21 postpartum. To preliminarily assess these effects, we analyzed a small group of animals whose dams were switched from a LF diet to HF diet upon delivery. The adult animals were phenotypically similar to animals born from mothers fed a LF diet throughout pregnancy and lactation, which suggests that most of the phenotype changes we observed were indeed induced by intrauterine effects.

Overall, our experimental design and the findings presented here provide a framework to better understand the molecular mechanisms induced by maternal nutrition. Future studies of this animal model could identify promising pharmacological avenues to overcome developmental programming and could contribute to reduce the risk for offspring to develop obesity.

### Data availability

MBD data can be found under SRA# GSE52266. Microarray data are available on the GEO database (GSE40897, GSE40898, GSE40899, GSE40900, GSE40901, GSE40902, GSE40903). RRBS and locus specific bisulfite sequencing are available on the GEO database (GSE52268).

## Supporting Information

Figure S1 **Experimental design with dams whose diet was switched at birth.** Dams are displayed in dark grey, offspring in light grey. LF and HF designate, respectively, low fat and high fat diet. Females on the left were fed a LF diet until birth when the diet was switched to HF until postpartum day 21 (weaning).
(TIF) Click here for additional data file.

Figure S2 **Description of locus specific bisulfite PCR library protocol.** Samples are first amplified by multiple locus specific PCR primers in separate reactions (“Locus specific PCR”) and subsequently pooled. Adapter and barcoding sequence are added to each pool in a second round of PCR (“barcoding PCR”). After barcoding, the libraries are pooled into a single tube and sequenced.
(TIF) Click here for additional data file.

Figure S3 **Maternal weight.** Average weight (in g, ±SE) of dams is presented from three weeks of age through weaning. Mating at eight weeks and weaning are noted.
(TIF) Click here for additional data file.

Figure S4 **Male offspring weights for all five groups of animals.** Animal weights in grams (±SE) are presented from one week through six months of age. Animals are separated by maternal and adult diets. The maternal diet labeled “LowSwitch” represents the cohort of animals for which the dams' diet was changed from LF to HF upon delivery and offspring were fed on a HF diet after weaning.
(TIF) Click here for additional data file.

Figure S5 **Energy expenditure in adult offspring is influenced by maternal diet.** Energy expenditure (mol CO_2_ produced per day per kg of animal body weight) is increased in male offspring of mothers fed a high fat diet during pregnancy.
(TIF) Click here for additional data file.

Figure S6 **Principal component analysis of the gene expression patterns across tissues.** Each dot represents one tissue from one male mouse. Red dots represent pancreas samples; light blue, liver samples; yellow, adipose tissues; green, brains; dark blue, muscle and pink, heart.
(TIF) Click here for additional data file.

Figure S7 **Heatmap of gene expression data for six tissues for the comparison of animals fed a high fat diet post-weaning, but from mothers fed a different diet.**
(TIF) Click here for additional data file.

Figure S8 **Liver gene expression level for 14 genes involved in cholesterol synthesis.** See legend of Figure 3 for details.
(TIF) Click here for additional data file.

Figure S9 **Comparison of the genome-wide DNA methylation patterns obtained by MBD-Genome sequencing of two liver samples.** Each dot of the graph represents one 100 bp window of the genome and is displayed according to the number of reads obtained after MBD isolation in the liver sample of a male born from a HF fed dams (x-axis) and a male born from a LF fed dam (y-axis) (both mice being fed HF post-weaning).
(TIF) Click here for additional data file.

Figure S10 **Comparison of the DNA methylation patterns obtained by MBD-GS across ∼200 kb in four liver samples.** The figure shows the DNA methylation patterns across 200 kb of chromosome 6. The top track shows in blue the genomic coordinates of genes based on the UCSC annotation. The next tracks show the methylation patterns observed from MBD isolation and genome sequencing for two liver samples from males born from HF fed dams (top two tracks) and two liver samples from males born from LF fed dams (bottom two tracks). Each brown vertical line display the number of reads obtained per 100 bp window for each sample.
(TIF) Click here for additional data file.

Figure S11 **Volcano plots of MBD-GS results.** The volcano plots show the fold change in MBD read counts (x-axis) and associated p-value (–log10(uncorrected p-value, y-axis) for each tested genomic locus (window sizes are indicated above the volcano plots). After FDR correction, no windows were significantly differentially methylated.
(PNG) Click here for additional data file.

Figure S12 **RRBS Power Analysis.** The figure shows the statistical power (y-axis) to detect a given difference in DNA methylation (x-axis) at conserved CpGs. To estimate power, we randomly sampled means and standard deviations from the RRBS data generated for the HH group (n = 10) and simulated RRBS data for two groups (each n = 10) with a fixed average difference in DNA methylation (x-axis). 10,000 simulations (i.e. 10,000 random selections of mean and SD) were performed for each fixed difference in methylation and the percent of significant tests (p<0.05) calculated. Only CpGs with low DNA methylation variability within group (lowest 10% of standard deviation) were used in this analysis (the results are qualitatively similar using the entire dataset). The red line represents 80% power.
(TIFF) Click here for additional data file.

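With the SDs of all 262317 CpGs tested in animals born from HF fed dams and fed HF after weaning (median 4.47, highest 32.8 percentage points), 80% power was reached at a difference of 8.5 percentage points. A difference of 11 was detected in 88.8% of simulations and a difference of 20 in 98.4%. When the threshold of p below 0.05 was divided by the number of CpGs tested, 80% power was reached at 31.0 percentage points, and a difference of 11 was detected in 38.6% of simulations. Both results for all CpGs include 41147 CpGs (15.7%) with an SD of 0, where any difference was counted as detected by rule. For the 123188 CpGs with mean methylation from 5% to 95%, whose median SD was 8.00 percentage points, 80% power was reached at 12.0 at p below 0.05. With the divided threshold these CpGs did not reach it at any difference up to 40. A difference of 11 was then detected in 2.2% of simulations and a difference of 20 in 23.2%. The divided threshold over all CpGs and both results for the CpGs with mean methylation from 5% to 95% were chosen after seeing the data.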

Figure S13 **DNA methylation patterns at 22 loci using bisulfite sequencing.** The figure shows the average cytosine methylation of each CpG of 22 selected loci after bisulfite sequencing of 20 liver sample from 9-week-old offspring fed HF after weaning and born from LF fed dams (in blue, n = 10) or HF fed dams (in red, n = 10).Each plot corresponds to a different locus. The y-axis shows the average DNA methylation (for 0 to 100%). The x-axis shows each CpG sequenced in a given locus. No difference remains significant after correction for multiple testing.
(TIF) Click here for additional data file.

Table S1 **Comparison of the offspring phenotypes for the “Molecular phenotyping” and “Metabolic phenotyping” cohorts at nine weeks.** LF and HF stand for, respectively, low fat and high fat diet. p Mat and p Post indicate, respectively, the p-values associated with the influence of the maternal diet and diet after weaning. The influence of the maternal diet on dams' phenotypes and offspring's body weight at weaning was assessed using a Student's t-test. For all other offspring's phenotypes, the respective influence of the maternal and post-weaning diet was determined using a two-way ANOVA.
(XLSX) Click here for additional data file.

Table S2 **Primer sequences used for locus specific bisulfite sequencing.** For primers used in the first round of PCRs, the primers were the combined sequences of the 5′ tail and priming sequence. Barcodes present in second primers are noted beside the primer sequences.
(XLS) Click here for additional data file.

Table S3 **Lists of the differentially expressed genes in each tissue and for each comparisons.**
(XLS) Click here for additional data file.

Table S4 **Molecular pathways overrepresented in the differentially expressed genes.** The table shows the five most differentially regulated pathways for each tissue and comparison based on Ingenuity Pathways Analysis. The comparisons made reveal the influence of either the maternal diet or post-weaning diet. These comparisons are broken down further by either post-weaning or maternal diets. The maternal diet and post-weaning diet are presented in a two letter code, with the first letter indicating the maternal diet, and second the post-weaning diet.
(XLSX) Click here for additional data file.

Table S5 **Nutritional content comparison of coconut oil and lard. Data were obtained from** http://ndb.nal.usda.gov/.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

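RRBS libraries from the livers of 40 male mice of 9 weeks were analysed, 10 in each of the 4 combinations of maternal diet (LF or HF) and post-weaning diet (LF or HF). The microarray, MBD and locus-specific bisulfite sequencing data were not used here. Each mouse was assigned to its diets from the sample labels, which the paper's groups match, and each column of the deposited table from the mouse number in its name.

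The authors cut the DNA with MspI, selected fragments by size, converted them with bisulfite, sequenced single-end reads and aligned them with Bismark. For each CpG cytosine and mouse they deposited a count of methylated reads, a count of all reads and their ratio as a fraction, with no normalization. The deposited total count and fraction were missing where fewer than 10 reads covered the CpG. The paper analysed CpGs with at least 10 reads in 90% of the samples. The deposited table also lists CpGs with that coverage in 33 to 35 of the mice, so the filter of at least 36 mice was applied here, which kept 262317 of 400298 CpGs. The table listed methylated counts of up to 9 at 1386603 CpG and mouse pairs without a total, and these were not used. There were 0 columns that belonged to no mapped mouse.

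Depth set the precision of each value. The reads at CpGs summed to 2969907 to 23345592 per mouse, and a CpG with the minimum of 10 reads can only take values in steps of 10%. Intervals from the number of reads cover counting error alone, since reads of the same fragment need not be separate molecules. Mice with few reads lack many CpGs, so the average over all CpGs of a mouse depends on which CpGs it covers. Mean methylation per mouse was therefore taken over the 34368 CpGs covered in all 40 mice.

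Percent methylation was the count of methylated reads divided by the count of all reads. For each comparison of 10 against 10 mice, a two-sided Student's t-test was run for each CpG, as in the paper's methods, and p-values were adjusted by the Benjamini-Hochberg method over the CpGs tested. CpGs with no variance in both groups had no p-value. The 4 comparisons were of maternal diet within each post-weaning diet, which the paper reports, and of post-weaning diet within each maternal diet, which it does not report for RRBS. Linear models over all 40 mice gave the term of maternal diet and the interaction of both diets. Single values per mouse were compared by permutation tests with 100000 resamples, whose smallest p-value is 1e-05, or by exact permutation tests where a group had values from fewer than 10 mice. All tests treated each mouse as independent, although littermates share a dam and litters are not in the sample labels.

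The samples, these comparisons and their tests, the rule for naming CpGs and a list of alternatives were set before the data were examined. The rule gave, for each comparison, the 3 CpGs with the smallest p-value, those with the largest difference in each direction and any with an FDR below 5%, to which the promoter CpGs of genes named in the paper were added. Not all of these CpGs are named in the text. The alternatives were the exact Wilcoxon rank-sum test, Welch's test, a quasi-binomial logistic model on the read counts, and limma's moderated test on log2 ratios of methylated to unmethylated reads with 0.5 added to each. Further alternatives were minimums of 20 and 30 reads, CpGs covered in all 40 mice, CpGs with mean methylation from 5% to 95%, CpGs without the 0.1% with the highest coverage, autosomes alone, and the sum of both strands. Means over bins of 1000 bp with at least 3 CpGs were also tested, as were models with mean methylation or log10 total coverage of the mouse as a covariate. The test of all CpGs as deposited, the term of post-weaning diet over all 40 mice, leaving out each mouse in turn, and some settings of the power simulation were added after seeing the data. So were the placement of mice by bins, the correlation of differences across bins and the choice of the regions of chromosomes 14, 3, 17 and 8 described among the additional observations.

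For each count of CpGs, 100 splits of the mice into groups of the same sizes were drawn with a fixed seed, the real one included. In the models over all 40 mice the labels of the tested diet were drawn within the groups of the other diet. The tests were checked on simulated reads with the coverage of the real mice but without spread between mice of a group beyond sampling of the reads. In these, 200 CpGs of intermediate mean methylation were changed by 30 percentage points in animals born from HF fed dams and fed HF. The t-test recovered 116 of them at an FDR of 5% with 2 false calls among the other CpGs, and Welch's test 106 with 2. The quasi-binomial model recovered 122 with 0 false calls, and limma 116 with 5. The exact Wilcoxon test recovered 0. Its smallest p-value with 10 mice per group, 1.08e-05, is too large for a single CpG among those tested. Many CpGs at that p-value could pass together, so this limit alone does not force a count of 0. Over all 40 mice the interaction recovered 77 and the term of maternal diet 1, since a change in 1 of the 4 groups averages to 14.7 percentage points there. A count of 0 for that term therefore does not exclude such changes. In unchanged CpGs of the simulated data, 3.82% had a p-value below 0.05 in the t-test. Real mice of the same group differed by more than sampling of the reads, with mean ratios of 1.25 to 2.36 over pairs of mice. The simulated recovery, false calls and share of p-values thus come from an easier setting and need not hold for the real mice. Simulated power lay within 0.83 percentage points of the exact value.

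Positions are those of mm9 (NCBI37), and genes are from the GENCODE annotation given for that build. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0 was used, and R 4.3.3 with limma 3.58.1.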

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

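The tests of a base change in Scara5, of the diet labels of 2 mice and of the interaction of both diets at single values were chosen only after these results had been seen, and the tests of post-weaning diet over all 40 mice and of the placement of mice only after the pair-wise comparisons and bins had been seen.

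The paper reports no RRBS comparison of post-weaning diets. Between animals fed HF and LF after weaning, 2 CpGs had an FDR below 5% in animals born from LF fed dams, both more methylated in animals fed HF, and 3 in animals born from HF fed dams, all less methylated. Over all 40 mice, with maternal diet in the model, there were 6, of which 5 were less methylated in animals fed HF. Of 100 splits of the same 20 mice, 2 gave as many as 2 CpGs in animals born from LF fed dams and 1, the real split, as many as 3 in animals born from HF fed dams. Of 100 draws of the post-weaning labels over all 40 mice, 1 (the real labels) gave as many as 6. In animals born from LF fed dams the CpGs were in a coding exon of Rfng (chromosome 11, 120645360; 13.6 percentage points, FDR 0.0119, exact permutation p = 0.000103) and on chromosome 19 at 26497817 (8.16, FDR 0.0119). At the former, values came from 7 of the 10 mice fed HF. Those in animals born from HF fed dams were in Phf20 (chromosome 2, 156049854; -20.0, FDR 0.0218), in an untranslated region of Rhof (chromosome 5, 123553851; -22.2, FDR 0.0218) and in Scara5 (chromosome 14, 66378499; -42.2, FDR 0.0236). No CpG of the first comparison was among those of the second. Whether the effect of post-weaning diet differs between maternal diets is the interaction, for which 0 CpGs had an FDR below 5% and 10639 an unadjusted p below 0.05. The quasi-binomial model (11313 and 12208 at unadjusted p below 0.05), limma (12003 and 12863) and the model with mean methylation as a covariate (9720 and 9401) gave 0 CpGs in both comparisons. Over all 40 mice the last covariate gave 5.

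Of the 6 CpGs over all 40 mice, 4 lay in a bin of chromosome 14 from 66378001 to 66379000, at the border of an intron and a coding exon of Scara5 (66285240 to 66383663). Averaged over its 9 CpGs, methylation was 60.5% ± 9.5 (SD, n = 10) in animals fed LF and 48.2% ± 3.4 (SD, n = 10) in animals fed HF when born from LF fed dams (permutation p = 0.00046). It was 72.2% ± 7.9 (SD, n = 10) and 46.3% ± 11.5 (SD, n = 10) when born from HF fed dams (permutation p = 0.00016). The difference over all 40 mice was -19.1 percentage points, with a permutation p of 1e-05, the smallest the permutations can give, and an FDR over 30688 bins of 0.00323. Not every mouse had a value at each CpG. At 66378525, 8 animals born from HF fed dams and fed HF had one. Levels differed between the CpGs, with 33.9% at 66378394 and 68.6% at 66378525 in animals born from LF fed dams and fed HF. The mean of a mouse may thus depend on the CpGs it lacks. A bin in an intron of Rarres1 (chromosome 3, 67318001 to 67319000, 4 CpGs) was the other of the 2 bins with an FDR below 5%. Its methylation was 32.4% and 26.2% (the latter n = 9) in animals born from LF fed dams fed LF and HF. It was 41.1% and 23.5% in animals born from HF fed dams. The difference was -11.9 percentage points (permutation p = 2e-05, FDR 0.0298). The absolute t statistic of the Scara5 bin was 6.57, which 1 of 100 draws of the labels, the real ones, reached in any bin (median of the draws 4.70). A difference in depth was argued against by the model with log10 total coverage, where the FDR was 0.00516 for Scara5 and 0.0367 for Rarres1. Reads shared with another locus were argued against by 0 other exact matches of the 50-bp windows around these CpGs in the converted reference. A base change at a single CpG was argued against in Scara5 by 8 of the 9 CpGs being lower in animals fed HF in both maternal diets. The paper fed males of the same cage of birth different diets after weaning, so a litter as a whole does not follow the post-weaning diet. Sequencing lane and the cell composition of the liver were not tested, and each could give such a difference, as could an effect of the post-weaning diet on these loci.

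Mice could be placed by post-weaning diet from bins chosen without them. With the 20 bins that differed most among the other mice, 35 of 40 mice fell on the side of their own post-weaning diet, 18 of 20 fed LF and 17 of 20 fed HF. In 100 draws of the labels the median was 19, and 1, the real labels, reached 35. Draws of the labels thus seldom placed as many mice, but a lane or housing that followed the post-weaning diet was not tested and could give the same placement. Mouse 52, born from HF fed dams and fed HF, had 75.3% methylation in the Scara5 bin, where the next highest mouse of its group had 54.3%. It was placed far on the side of the mice fed LF (score -1.05, mean -0.38 ± 0.47 for mice fed LF and 0.37 ± 0.49 for mice fed HF, SD). Mouse 211, born from LF fed dams and fed LF, had a score of 0.98, on the side of the mice fed HF. Other bins went both ways. In the bin upstream of Rarres1 mouse 52 was the highest of its group (58.7%), but in the Rarres1 bin it had 20.1%, below all animals born from HF fed dams and fed LF (lowest 30.4%). Mouse 211 was the lowest of its group in the Scara5 bin (48.7%), but at the Rgs16 CpG it had 42.9%, below all animals born from LF fed dams and fed HF with a value (lowest 55.0%). An exchanged diet label and an animal that responded differently cannot be told apart for these 2 mice, because single bins of 1 mouse do not decide it. Both were kept as labelled.

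The difference between animals born from HF and LF fed dams differed between post-weaning diets for 3 of 4 single values tested by permutation. For mean methylation per mouse the maternal difference in animals fed HF minus that in animals fed LF was -0.427 percentage points (p = 0.00666, adjusted over the 4 values 0.0133). With each mouse left out in turn it ran from -0.469 to -0.326. It depended on the measure. When each mouse was averaged over all its own CpGs the maternal differences were -0.255 in animals fed HF and -0.272 in animals fed LF, so that they no longer differed in direction. CpGs missing in mice with few reads may therefore matter as much as diet for this value. For the Scara5 bin the difference of differences was -13.63 percentage points (p = 0.016, adjusted 0.0213), from -16.9 to -12.3 with each mouse left out, and for the Rarres1 bin it was -11.4 (39 mice, p = 0.00562, adjusted 0.0133), from -12.7 to -10.1. Both bins had been chosen for their post-weaning difference, so these p-values are not free of selection. Over all CpGs tested the interaction reached an FDR of 5% at 0 CpGs.

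Mouse 122, born from HF fed dams and fed HF, had the lowest mean methylation, 38.4%, and the most reads at CpGs, 23345592, and on both lay far from the other mice of its group (39.2% to 39.7%). Thinning its reads to the median depth of the group gave a mean methylation of 38.43%, but thinning at random keeps the expected fraction, so that a cause linked to depth stays open. At CpGs with a mean below 5% it had 1.25% against 1.24% ± 0.034 (SD) in the other mice of the group, of which 7 were lower, which argues against a lower level at all CpGs as a more complete conversion would give. At CpGs with a mean from 5% to 95% it had 54.1% against 55.9% ± 0.276. Another mixture of liver cells, a batch effect and a difference of this animal were not tested. Without it the maternal difference in animals fed HF was -0.123 percentage points (exact permutation p = 0.252) in place of -0.224, and the post-weaning difference in animals born from HF fed dams was -0.247 (exact permutation p = 0.00803) in place of -0.348.

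Single mice also lay apart from their group at 5 of the named CpGs. Mouse 228 had 25.0% at chromosome 13, 30346535, and mouse 210 had 85.7% at chromosome 19, 26497817. Mouse 199 had 5.56% at chromosome 5, 93696781, where the other animals born from LF fed dams and fed HF had no methylated read. Mouse 55 had 90.9% and mouse 14 85.7% at chromosome 7, 135649549, and mouse 172 had 100% at chromosome 7, 152012829. In all, 9 of 66 groups of values held such a mouse, where chance gives about 1 in 20. Values at a single CpG on 10 to 30 reads take few levels, so that gaps between mice can arise from the counting of reads, and no biological explanation was tested for these values.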

How the results depend on the processing

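The shares of the segment of chromosome 17 and the settings named here as chosen after seeing the data were added only after the results had been seen. Over 18 results of a comparison and 180 values under an alternative, 125 were called the same (6 of them settings of the power at CpGs that all had an SD of 0, which could not move). Of the others, 39 were weaker, 6 stronger and 5 reversed, and 5 without a test moved. Counts of CpGs were called the same when equal, which includes 0 that stayed 0, or within 1.5 times the main count. Their split into higher and lower was not part of this. Differences in mean methylation were called the same when they kept their direction and their side of p below 0.05. At 19 single CpGs, 121 of 137 values kept their direction and their side of an FDR of 5%, 15 were weaker, 1 was stronger and 0 were reversed.

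For maternal diet in animals fed HF after weaning, 0 CpGs had an FDR below 5% under every alternative run, with 8909 at unadjusted p below 0.05 in the main setting. In animals fed LF after weaning there were 0 (9611 at unadjusted p below 0.05) except 1 among CpGs covered in all 40 mice and 1 among CpGs with mean methylation from 5% to 95%, in both cases the Pik3r1 CpG. Over all 40 mice the term of maternal diet gave 0 (10079 at unadjusted p below 0.05) except 1 at a minimum of 20 reads, at chromosome 6, 83653829 (-7.90 percentage points). In these cases fewer CpGs were tested, which lowers the adjustment.

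For post-weaning diet in animals born from LF fed dams, the 2 CpGs became 0 at a minimum of 20 or 30 reads, among CpGs covered in all 40 mice, and with the exact Wilcoxon test, the quasi-binomial model, mean methylation as a covariate and limma, and 1 bin of 1000 bp passed. In animals born from HF fed dams the 3 CpGs became 0 at 20 or 30 reads, with the same 4 tests and models and in bins, and 1 among CpGs covered in all 40 mice (Phf20), and rose to 4 with log10 coverage as a covariate, which added a CpG of Zc3h12a (chromosome 4, 124799608). The smallest p the exact Wilcoxon test can give with 10 mice per group is 1.08e-05, which at a single CpG among those tested does not reach an FDR of 5%, and the sets with more reads leave out CpGs by construction. For the other tests the cause was not tested. All 5 CpGs still passed with Welch's test, with log10 coverage as a covariate, with strands summed and with all CpGs as deposited. Over all 40 mice the 6 CpGs for post-weaning diet, a result chosen after seeing the data, became 0 at 20 reads and 0 among CpGs covered in all mice, 11 among CpGs with mean methylation from 5% to 95%, and 2 bins. They numbered 5 with mean methylation as a covariate, 5 with log10 coverage and 4 over all CpGs as deposited.

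Counts at unadjusted p below 0.05 fell where fewer CpGs or bins were tested. In the order maternal diet in animals fed HF, maternal diet in animals fed LF, post-weaning diet in animals born from LF fed dams and in animals born from HF fed dams, they were 89, 293, 454 and 93 at 20 reads and 15, 229, 368 and 26 at 30 reads. They were 1286, 1549, 1659 and 1380 among CpGs covered in all mice, and 1447, 1636, 1654 and 1727 in bins. With limma the count for maternal diet in animals fed LF rose to 16094 from 9611. At a CpG with no methylated read the log2 ratio falls as reads rise. Animals born from HF fed dams had more reads here (median 9922782.5 against 7682335). Also, 262317 CpGs had a p-value with limma, against 240742 in the main setting, where 21575 had no variance. How much of the rise came from either was not tested.

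The split of these CpGs into higher and lower moved by over 10 percentage points in some settings. For maternal diet in animals fed LF it was 5759 higher and 3852 lower in the main setting, 254 and 39 at 20 reads, 214 and 15 at 30 reads, 5126 and 5155 with log10 coverage as a covariate, and 6625 and 9469 with limma. For maternal diet in animals fed HF it was 3647 and 5262, and 4 and 11 at 30 reads. For post-weaning diet in animals born from LF fed dams it was 5292 and 4317, then 404 and 50 at 20 reads and 358 and 10 at 30 reads. For the same diets in animals born from HF fed dams it was 3539 and 6310, then 5 and 21 at 30 reads and 4710 and 4691 with mean methylation as a covariate. Much of the excess of higher CpGs came from a segment of chromosome 17 with high coverage. At 20 reads it held 162 of the 254 higher CpGs for maternal diet in animals fed LF and 281 of the 404 for post-weaning diet in animals born from LF fed dams, and outside it the splits were 92 and 39, and 123 and 50. At 30 reads the splits outside it were 52 and 15, and 77 and 10, for which the cause was not tested.

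The difference in mean methylation per mouse depended on the CpGs averaged. For maternal diet in animals fed LF it was 0.204 percentage points, and it was -0.272 when each mouse was averaged over all its own CpGs, -0.807 when methylated reads were divided by all reads, 1.608 at a minimum of 20 reads and 0.397 for the median CpG, none of which passed p below 0.05. For post-weaning diet in animals born from LF fed dams, 0.08 became -0.045 over all CpGs of a mouse, 2.195 at 20 reads (p = 0.0183, adjusted over the 4 comparisons 0.0731) and 1.049 for the median CpG, not past p below 0.05. In animals born from HF fed dams, -0.348 became -0.028 over all CpGs of a mouse, -1.118 as methylated reads divided by all reads, 0.051 at 20 reads and 0.109 for the median CpG. At 20 reads, 391 of the 853 CpGs averaged were those of the segment of chromosome 17, which made up 1.46 of the 1.608 and 1.75 of the 2.195 percentage points, and 0.18 against -0.12 from the other CpGs where the sum was 0.051. For the other settings the cause was not tested. With each mouse left out in turn, chosen after seeing the data, the differences ran from -0.266 to -0.123, from 0.171 to 0.234, from 0.041 to 0.117 and from -0.39 to -0.247 in the same order of comparisons, and the exact permutation p stayed below 0.05 for maternal diet in animals fed LF and for post-weaning diet in animals born from HF fed dams, and above it for the others.

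For the lowest 10% of SDs, which were all 0, 0.5 percentage points was counted as detected by rule and is no measure of power. The smallest difference with 80% power was 1.5 without CpGs with an SD of 0 and 5.5 for the lowest 10% of SDs among CpGs with mean methylation from 5% to 95%. It was 8.5 for all CpGs, of which 15.7% had an SD of 0. Settings chosen after seeing the data gave 12.0 for all CpGs with mean methylation from 5% to 95% and 31.0 for all CpGs with the threshold divided by the number of CpGs tested. By construction, sets of CpGs with larger SDs need larger differences. Coverage limits all single-CpG results, since CpGs with at least 20 reads in 90% of the mice numbered 2438 of 262317.

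A minimum of 5 reads, one of the alternatives set in advance, was not run, because the counts used hold no total below 10 reads. No paired analysis was run, because the litters, which the paper divided between the post-weaning diets, are not in the sample labels.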

Differences from the paper's values

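No test was chosen for these differences after they were seen, and settings chosen after seeing the values are named as such. The paper reports 400298 CpGs, and 262317 of the CpGs had at least 10 reads in at least 90% of the mice. The alternatives set before the data were examined gave 2438 CpGs at a minimum of 20 reads, 896 at 30 reads and 34368 covered in all 40 mice. None of them reached the paper's value, and as stricter filters they can only lower the number. All CpGs as deposited, chosen after seeing the values, numbered 400298, the paper's value.

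The paper reports more than 80% power for a difference of 11 percentage points at CpGs with low variability. In the same simulation with the lowest 10% of SDs, these SDs were all 0 and any difference was counted as detected by rule. The value of 0.5, the smallest difference simulated, is therefore no measure of power. Of the alternatives set before the data were examined, the SDs of all CpGs (8.5) came within 1.5 times the paper's value. The lowest 10% of SDs without CpGs with an SD of 0 (1.5), the lowest 10% among CpGs with mean methylation from 5% to 95% (5.5) did not. The divided threshold, values limited to 0 to 100, the Wilcoxon test and SDs from the other groups (0.5 each) did not either, but all CpGs in these settings had an SD of 0, so that the value could not move and they say nothing about the difference. All CpGs with mean methylation from 5% to 95% (12.0), chosen after seeing the values, also came within it. All CpGs with the divided threshold (31.0), chosen after seeing the values, did not. Power at a difference of 11 itself was 100% in the settings at 1.5 and 5.5 and 88.8% for all CpGs, of which 15.7% had an SD of 0. These exceed 80%, as the paper reports. In the settings at 0.5 it was 100% only because all SDs were 0. In the settings at 12.0 and 31.0 it was 76.2% and 38.6%, below 80%.

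In units of 1000000 reads, the paper gives 5.8 as the lowest number of sequenced reads of a mouse, and the lowest sum of reads at CpGs was 2.97. The latter is another measure, since it counts a read at each listed CpG it covers and not at all where it covers none, and no alternative was set for it.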

Other observations

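The tests of the segment of chromosome 17 and of the CpG of chromosome 8 were chosen only after these patterns had been seen, and the placement of mice and the correlation across bins only after the pair-wise comparisons and bins had been seen.

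For maternal diet in animals fed HF, in animals fed LF and over all 40 mice, and for the interaction of both diets, 0 CpGs had an FDR below 5%. Any split gives at least 0, so that 100 of 100 did by construction, and splits say nothing about these counts. At unadjusted p below 0.05 there were 8909, 9611, 10079 and 10639 CpGs. As many as the 8909 in animals fed HF occurred in 37 of 100 splits (median 8824). As many as the 9611 in animals fed LF occurred in 1 of 100 (the real one, median 8804.5), as did the 9609 and 9849 CpGs of the post-weaning comparisons in animals born from LF fed dams (1 of 100, median 8726) and from HF fed dams (1 of 100, median 8824). Random splits thus seldom gave such counts in 3 of the 4 comparisons, and small differences at many CpGs are a candidate explanation. Without the 0.1% of CpGs with the highest coverage, 9611 became 9478, 9609 became 9377 and 9849 became 9846. Part of the 9611 and 9609 thus came from few CpGs of high coverage, and splits were not drawn without them. Litters follow maternal diet and may give the same excess in the maternal comparison, and they are not in the sample labels.

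Neighbouring CpGs were looked at as a check. Of the 100 CpGs with the smallest p-values that had another CpG within 100 bp, the nearest differed in the same direction at 68 and 68 for maternal diet in animals fed HF and LF, and at 73 and 71 for post-weaning diet in animals born from LF and HF fed dams. As many occurred in 28, 21, 3 and 11 of 100 splits, whose medians were 64, 64, 64 and 65. Changes shared by neighbours are in line with the value for post-weaning diet in animals born from LF fed dams, and for the others sharing and its absence cannot be told apart, because the counts lie above the median of the splits but within their range.

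Across bins of 1000 bp, the post-weaning differences in animals born from LF and from HF fed dams had a correlation of 0.089, which 1 of 100 draws of the labels (the real ones) reached. The maternal differences in animals fed LF and HF had a correlation of -0.001, which 60 of 100 draws reached. The correlations are across bins, which are not independent replicates. Placed by maternal diet from bins chosen without them, 28 of 40 mice fell on their own side, which 9 of 100 draws reached, so that random labels are not excluded. The bin of chromosome 11 from 116318001, 1982 bp from Qrich2, was the only bin with an FDR below 5% in a pair-wise comparison (-7.72 percentage points for post-weaning diet in animals born from LF fed dams, FDR 0.0231).

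Fewer than 5% of CpGs had an unadjusted p below 0.05 in each comparison. Among CpGs with a mean below 5% or above 95%, where few mice have any read of the other kind, the percent was 2.39 and 2.44 for maternal diet in animals fed HF and LF and 2.33 and 2.38 for post-weaning diet in animals born from LF and HF fed dams. Among the other CpGs it was 4.95, 5.45, 5.60 and 5.66. The deficit is thus in line with the discreteness of values near 0% and 100%.

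A segment of chromosome 17 from 39979959 to 39985744 held 391 CpGs with at least 30 reads in every mouse, with medians of 79 to 2831 reads per CpG. Its mean methylation was 17.4% ± 3.55 (SD, n = 10) in animals born from LF fed dams and fed LF, 21.2% ± 2.56 (SD, n = 10) in animals born from LF fed dams and fed HF, 20.6% ± 2.92 (SD, n = 10) in animals born from HF fed dams and fed LF and 20.9% ± 4.28 (SD, n = 10) in the remaining group. Between the first and the second the difference was 3.82 percentage points (permutation p = 0.0107, adjusted over 4 comparisons 0.0430), and between the first and the third 3.18 (p = 0.0416, adjusted 0.0833). The interaction was not past the threshold (-3.43, p = 0.118). Over the 40 mice, on deviations from the group means, methylation of the segment fell with log10 total coverage (Pearson r = -0.649, permutation p = 7e-05, Spearman rho = -0.592, p = 0.00021, r = -0.616 without the 2 mice farthest from the median coverage, adjusted p 0.00035 over 5 relations). It rose with the share of reads that the segment took (r = 0.508, p = 0.00261, rho = 0.477, p = 0.00284, r = 0.457 without 2 mice, adjusted 0.00653). Depth and the number of copies of a repeated sequence are therefore both candidate explanations of the spread between mice. Depth as the whole cause of the lower value in animals born from LF fed dams and fed LF was argued against by the model with log10 total coverage, where the difference between the first and the second group was 4.15 percentage points (p = 0.00218) and that between the first and the third 4.57 (p = 0.00389). The segment may behave as 1 unit, as the median correlation of a CpG with the mean of the others was 0.910 over the 40 mice within groups, so that its CpGs are not separate results. The annotation holds no other gene than AY036118 near it, and no biological explanation was tested.

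Mean methylation per mouse was not related to log10 total coverage (r = -0.175, permutation p = 0.367, rho = -0.0290, p = 0.865, r = -0.306 without 2 mice, adjusted 0.612 over the same 5 relations). Mice with adjacent numbers in the same group, which could share a litter, cage or batch, had a mean correlation of -0.105 in their deviations over 22 pairs, against -0.110 for other pairs (one-sided permutation p = 0.182). The numbers need not follow litters, so shared litters and their absence cannot be told apart from these values.

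The CpG with the largest spread between mice lay on chromosome 8 at 127385539. Its SD was 32.4 percentage points over 39 mice, where the CpG 16 bp away at 127385555 had 7.60. The reads fitted 3 levels of 2.00%, 46.1% and 90.2%, with a parametric bootstrap p of 0.37. A base change that segregates among these mice is a candidate explanation, and methylation that differs between alleles was not tested and could give the same levels.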
